A study of Homo sapiens with 20 samples.

How the data were processed

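H3K27ac chromatin immunoprecipitation sequencing of G401 cells was analysed from peak lists, 1 for each of 4 libraries, and from 4 tables of stitched regions. Samples were placed in groups by the induced gene and antibody target in their labels, which gave 10 groups of 2 among the 20 samples. Only the GFP-induced and SMARCB1-induced H3K27ac samples entered a comparison, and the others were not analysed here.

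Peaks were called by the authors with MACS2 on each library separately against hg19, per the names of the deposited peaks and file tags, which also name a filter. The caller's version, its control and the rule of the filter are not stated. The last peak on chromosome 1 ended between 249201587 and 249201771 in the 4 lists. The deposited fold enrichment of a peak is a ratio of its summit over the caller's background, computed by the authors. The deposited -log10 p and -log10 q values of each peak are also the authors'. The lowest -log10 q was between 1.32 and 1.36, and every peak was at least 200 bp wide. No list had several summits on the same interval. These values were used to describe, rank and filter peaks within a list, to recover the background, and in the naming rule, which takes the lower of the fold values from 2 lists.

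The stitched-region tables came from ROSE, which joins neighbouring peaks away from transcription start sites and ranks the joined regions, per the file headers. The deposited signal, rank and super-enhancer mark of a region are the authors' values. A table was given to a library by the induced gene and replicate number in its name. The names neither spell out SMARCB1 nor give the antibody, so the match also rested on coordinates: 100% of the region starts and stops of each table were in the peak list of the library it was given to, against 0.185% to 1.01% in the lists of the others. A further 4 columns of per-sample values, which the headers attribute to other read files, matched no sample by name and were not used. Because regions with the same ID shared the same signal, the signal could not serve as a measurement of a region. The planned limma test of signal per base pair, the comparison of super-enhancers with other regions, the share of signal in super-enhancers and the naming of super-enhancers by rank were therefore not run. The marks were counted as deposited. Ordering regions by the summed width times fold of their own peaks kept 54.3% to 59.1% of the marks, and ordering by summed peak width kept 69.5% to 74.7%.

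Overlap was counted from 1 bp. Peaks of the 4 libraries that overlapped were merged into regions, and a region was gained if both SMARCB1 libraries and neither GFP library had a peak in it, and lost in the opposite case. The same counts were made for the other 2 splits of the libraries into pairs. Means were compared with an exact two-sided permutation test over libraries. The base-pair Jaccard index was compared within and between groups over all 3 splits. Named regions were the 5 gained and 5 lost regions with the highest lower fold enrichment of the 2 libraries that had them. The groups, the tests, the naming rule and a first list of alternatives were chosen before the data were examined. No gene names or promoter shares are given, as no hg19 annotation was used here.

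Depth was not given in the files. For each peak, the whole number of fragments and the background were solved for which the caller's formulas, the summit count plus 1 over the background plus 1 and the Poisson upper tail, returned its fold and -log10 p within 0.001. All peaks of the 4 lists were recovered, 100% in each. With the other definition of the tail, between 0.6% and 1.15% of a test set were. The list of SMARCB1 replicate 1 needed a scale of 0.855 on its fragment counts, with a background of 4.79 before scaling. In simulated lists of 6000 peaks, 100% of the fragment counts were recovered. From a pool of 5000 simulated intervals, 200 of 200 gained and 200 of 200 lost regions were recovered. Copies of an interval always overlapped there and neighbours never did. The result checks the counting only, and not how dense or split peaks are handled. In the thinned alternatives, the fragments of each peak were drawn at random down to the lowest background, 1.82 fragments, and the peak was kept if it passed the lowest -log10 p of GFP replicate 1, or 5. Summits stayed fixed, which undercounts the peaks of thinned libraries, while GFP replicate 1 was not thinned.

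The alternatives were a -log10 q of at least 5, equal numbers of peaks, every summit counted, other definitions of a gained super-enhancer and leaving out each library. A further alternative matched peaks that shared at least 50% of either, and counted peaks of replicate 1 in place of merged regions. The lists of 40000, 20000, 10000 and 5000 peaks, the joining of peaks within 1 kb, both thinned settings and the replicate number as a block were added after the data had been seen. The number of libraries limits the precision, and no interval on read counts was possible. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.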

Results

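H3K27ac, an acetylation of histone H3 found at active enhancers and promoters, was profiled by chromatin immunoprecipitation and sequencing in G401, a human rhabdoid tumour cell line that lacks SMARCB1. SMARCB1 is a subunit of the SWI/SNF chromatin remodelling complexes. Doxycycline switched on either GFP, as the control, or SMARCB1. The series held 20 samples in 10 groups of 2, and the 4 H3K27ac libraries, 2 GFP-induced and 2 SMARCB1-induced, were analysed here. The samples of the other antibody targets and of input DNA were not analysed here. The comparison of GFP with SMARCB1 asks how the H3K27ac landscape of these cells differs once the missing subunit is present. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.333. No difference reported here could therefore reach significance in that test at the library level. The separation of the libraries is given in its place.

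The peak lists carried no read totals. The background expected at a peak summit, recovered from the fold enrichment and p-value of each peak, stood in for depth. Genome-wide it was 1.82 fragments in GFP replicate 1, 3.74 in GFP replicate 2, 4.09 in SMARCB1 replicate 1 and 3.89 in SMARCB1 replicate 2. Peaks at this genome-wide level made up 52.3% and 55.9% of the GFP lists and 65.9% and 66.8% of the SMARCB1 lists. The remaining peaks had another background. The fragment counts of SMARCB1 replicate 1 alone had been scaled, by 0.855, and its background before scaling was 4.79 fragments. This quantity grows with both the number of reads and the fragment length, so it is a relative measure of depth. With the scaled value, the means were 2.78 ± 1.35 fragments in GFP-induced and 3.99 ± 0.148 in SMARCB1-induced libraries (SD, n = 2). Depth was thus not balanced between the groups, and these means understate the imbalance because of the scaling.

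The lists held 98251 and 79555 peaks in the GFP-induced libraries and 145533 and 135472 in the SMARCB1-induced libraries. The mean peak number was 88903 ± 13220.1 with GFP and 140502 ± 7114 with SMARCB1 (SD, n = 2). The difference of 51599.5 peaks, a ratio of 1.58, exceeded the SD of either group, and the lower SMARCB1 library exceeded the higher GFP library by 37221 peaks (exact permutation test, two-sided, p = 0.333, the smallest possible). GFP replicate 1 had more peaks than GFP replicate 2 at the lower background. SMARCB1 replicate 2 had 70.3% more peaks than GFP replicate 2 at a background 4.01% higher. After every library was thinned to the lowest background, the mean difference was 21892 peaks in the same direction (exact permutation test, two-sided, p = 0.333). It reversed to -5647.5 peaks when a -log10 p of at least 5 was also asked of each thinned peak. Under the latter setting GFP replicate 1, which needed no thinning, kept 81586 peaks and GFP replicate 2 kept 37285. The SMARCB1 libraries kept 53427 and 54149, between the GFP libraries, so this setting did not separate the groups.

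**Figure D1:**
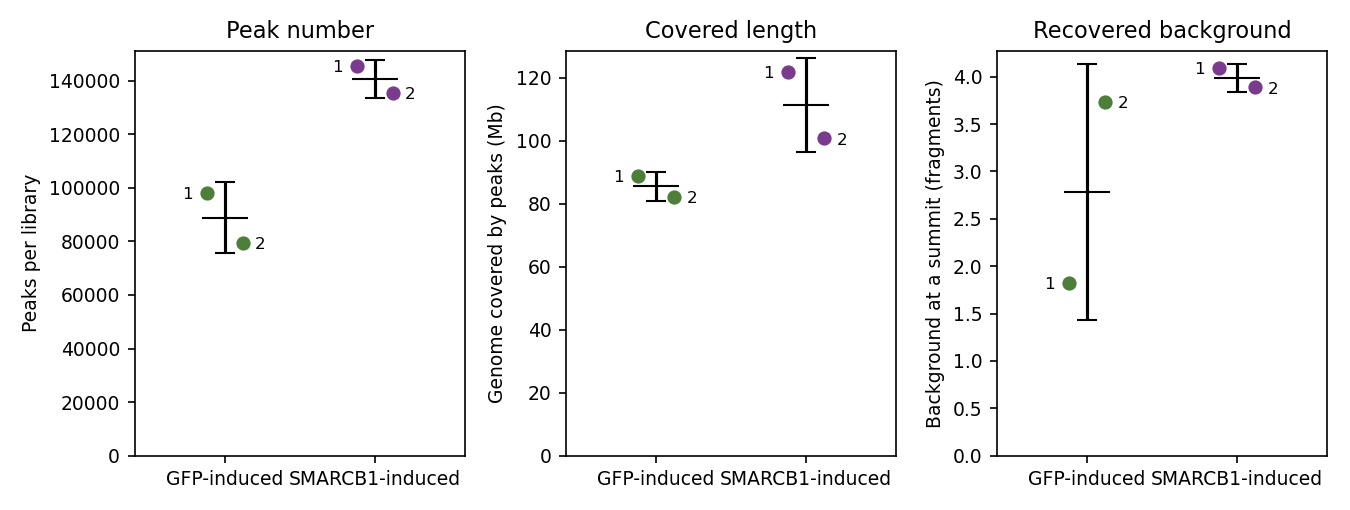
Peak number, genome length covered by peaks in Mb, and recovered background at a summit in fragments for the 2 GFP-induced (green) and 2 SMARCB1-induced (purple) H3K27ac libraries. Points are libraries with their replicate number, and the horizontal bar and whiskers are the mean and SD. The background is the genome-wide level, drawn as scaled for SMARCB1 replicate 1. Both SMARCB1 libraries lie above both GFP libraries in all 3 panels, and GFP replicate 1 has the lowest background at 1.82 fragments.

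Peaks covered 88.8 and 82.3 Mb in the GFP-induced libraries and 122 and 101 Mb in the SMARCB1-induced libraries. The means were 85.6 ± 4.63 Mb and 111 ± 15.0 Mb (SD, n = 2), a difference of 25.8 Mb (exact permutation test, two-sided, p = 0.333). With the strongest 79555 peaks taken from every library, the difference fell to 8.70 Mb and the groups overlapped (exact permutation test, two-sided, p = 0.667), since SMARCB1 replicate 2 covered 83.3 Mb and GFP replicate 1 covered 83.7 Mb. The median peak width was 379 and 415 bp with GFP and 402 and 379 bp with SMARCB1, so width did not separate the groups.

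Replicates shared more of their covered sequence than libraries of different groups did. The base-pair Jaccard index, the shared length over the combined length, was 0.677 between the GFP replicates and 0.630 between the SMARCB1 replicates. The 4 pairs that crossed the groups lay between 0.461 and 0.474. The mean within groups exceeded the mean between groups by 0.186, and both other ways of pairing the 4 libraries gave negative differences, -0.0879 and -0.0979 (exact over the 3 splits, p = 0.333). Leaving out any library kept the difference between 0.162 and 0.213.

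Overlapping peaks of the 4 libraries merged into 167933 regions, of which 27997 had a peak in every library and 83826 (49.9%) in a single library. A peak in both SMARCB1 libraries and in neither GFP library was found in 29359 regions, called gained here. The opposite, a peak in both GFP libraries and in neither SMARCB1 library, was found in 6624 regions, called lost here. Gained regions made up 44.5% of the regions with a peak in both SMARCB1 libraries, and lost regions 17.2% of those with a peak in both GFP libraries. The other splits of the libraries into pairs gave 3822 and 810 regions, and 1307 and 1592 regions, so both counts lay above every count that grouping across the conditions gave. Gained regions were 4.43 times as many as lost regions, but this ratio depended strongly on the peak list. It was 1.42 when each library gave its strongest 79555 peaks, 1.26 with 40000 peaks, 0.749 with 20000, 0.703 with 10000 and 0.843 with 5000, so lost regions outnumbered gained regions among the strongest peaks. Without GFP replicate 2 the ratio was 1.26, and without SMARCB1 replicate 2 it was 9.71. The group left with a single library then needs a peak in that library only, which raises its count by construction.

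Most lost and most gained regions of the lists of 20000 or fewer peaks had a weaker peak in the other group. Of the 2889 regions lost among the strongest 20000 peaks, 87.9% had a peak in a full SMARCB1 list, and of the 2163 gained ones 55.5% had a peak in a full GFP list. The shares were 97.6% and 84.3% at 10000 peaks, and 98.8% and 93.8% at 5000 peaks. At 79555 peaks, regions with no such peak numbered 11720 gained and 5602 lost, a ratio of 2.09. At 20000 peaks they numbered 962 gained and 349 lost. At 10000 peaks they numbered 146 and 32, and at 5000 peaks 35 and 8. The full SMARCB1 lists are longer, but with the strongest 79555 peaks of each library in place of the full lists, the shares at 20000 peaks were 83.1% of lost and 53.0% of gained regions.

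**Figure D2:**
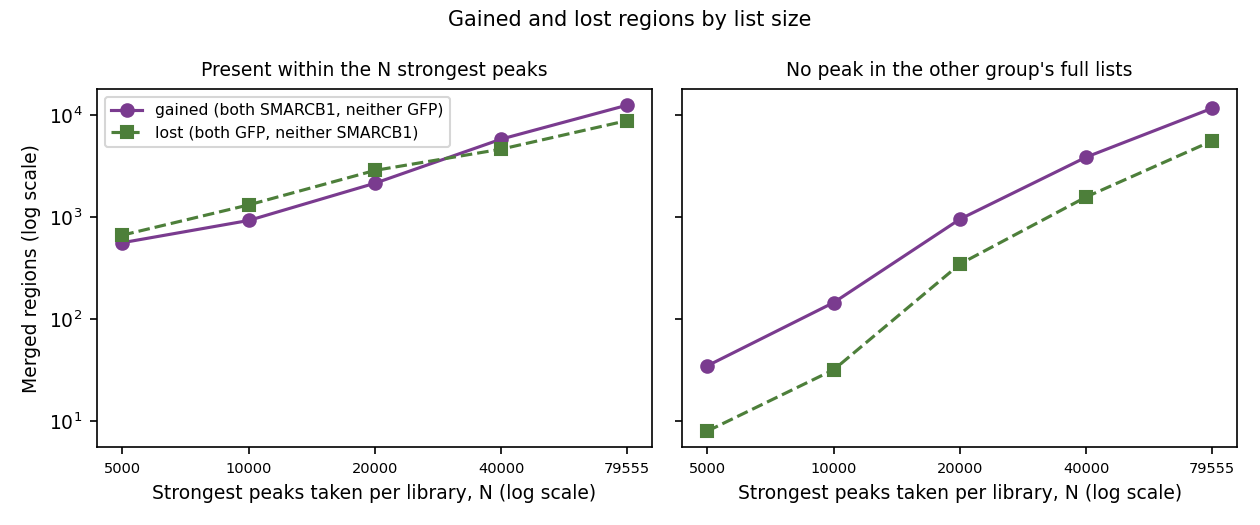
Number of merged regions (log scale) gained or lost against the number of strongest peaks taken from each library (log scale), for all such regions (left) and for those with no peak in the other group's full lists (right). Purple circles are regions in both SMARCB1 and neither GFP library, and green squares the opposite. On the left the lines cross between 20000 and 40000 peaks, while on the right gained regions stay above lost regions, with 35 against 8 at 5000 peaks.

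Peaks in gained and lost regions were narrower and weaker, by the median of each list, than peaks of the same list in regions present in every library. In SMARCB1 replicate 1 the median fold enrichment given by the authors' peak caller was 3.72 for peaks in gained regions and 4.90 for peaks in regions common to all libraries. In GFP replicate 1 it was 4.60 in lost regions and 5.52 in common ones. The classes were defined by detection in these same lists, where a weak peak is more easily missed. The difference is therefore no evidence of a change in acetylation. The median distance from a region to the nearest region common to all 4 libraries was 12808 bp for gained and 2624.5 bp for lost regions.

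The strongest gained and lost regions, ranked by the lower fold enrichment of the 2 libraries that had them, are given in hg19 coordinates, and genes at these places were not looked up. The first gained region lay on chromosome 6 from 142625908 to 142637233, with a fold enrichment of 15.3 and 14.6 in SMARCB1 replicates 1 and 2, and the nearest GFP peak was 156940 bp away. The second lay on chromosome 11 from 86431115 to 86435410 with a fold enrichment of 14.6 and 14.5, but a GFP peak was 1204 bp away and a region common to all libraries 164 bp away. The next were on chromosome 18 from 56242292 to 56252122 (fold enrichment 15.5 and 13.9), on chromosome 6 from 140665523 to 140667669 (14.1 and 13.9, with a GFP peak 1057 bp away) and on chromosome 1 from 199238141 to 199241841 (15.5 and 13.7). Among lost regions, the first lay on chromosome 8 from 132823347 to 132840483, with a fold enrichment of 26.6 and 19.5 in GFP replicates 1 and 2, and the nearest SMARCB1 peak was 75850 bp away. It was followed by regions on chromosome 2 from 208031007 to 208033014 (fold enrichment 30.4 and 17.7), chromosome 8 from 1570510 to 1588201 (24.7 and 17.7), chromosome 10 from 73699303 to 73703462 (22.1 and 14.6) and chromosome 8 from 20184424 to 20188774 (18.8 and 14.4). The lower fold enrichment was that of replicate 2 in each of these regions. The ranking sets fold enrichments of separately called lists side by side, so the order of the regions depends on the scale of the replicate 2 lists.

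The authors' tables of stitched enhancer regions marked 910 and 649 regions as super-enhancers in the GFP-induced libraries and 2003 and 1521 in the SMARCB1-induced libraries. The means were 779.5 ± 185 and 1762 ± 341 (SD, n = 2), a ratio of 2.26 (exact permutation test, two-sided, p = 0.333). Merged over the tables, 633 regions were marked in both SMARCB1 tables and in neither GFP table, 84 in both GFP tables and in neither SMARCB1 table, and 344 in all 4. The other splits gave 54 and 16, and 31 and 13. These counts describe the deposited marks and not the H3K27ac signal of each region. In every table all regions with the same ID carried the same signal, and the IDs were few: 107 and 92 distinct IDs for 26982 and 19377 regions with GFP, and 137 and 138 for 36063 and 30305 regions with SMARCB1. Between 96.8% and 97.8% of the marked regions shared their ID with another region. Apart from a dot, the ID held only the number of stitched peaks, and no ID had both marked and unmarked regions. The mark thus went with the peak number and not with the single region. In GFP replicate 1 all 97 regions of 13 peaks were marked, and none of the 75 regions of 14 peaks. The excess of marks was not separated from the longer SMARCB1 peak lists. In the table of GFP replicate 1, the 20758 regions made of a single peak, from 200 to 39259 bp long, carried only 2 signal values. Taking the same number of regions by rank from every table gave 131 gained and 147 lost, the opposite order.

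**Figure D3:**
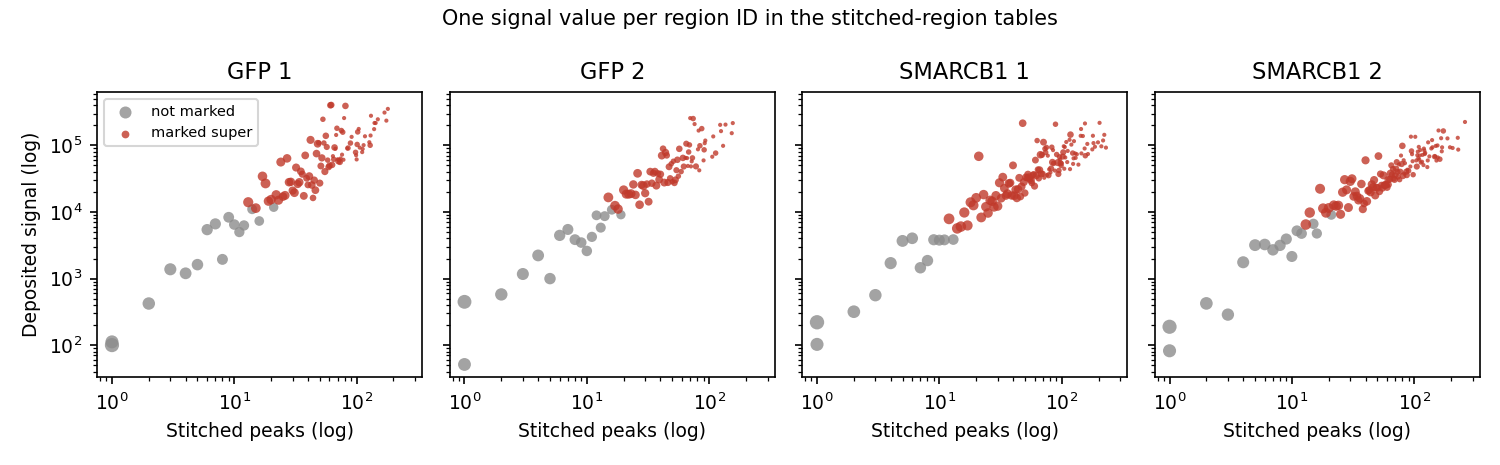
Deposited signal (log scale) against the number of peaks stitched into a region (log scale) in the 4 stitched-region tables, with a point for each region ID, larger where more regions share it and red where they are marked as super-enhancers. The points number 107, 92, 137 and 138 in the tables of GFP replicates 1 and 2 and SMARCB1 replicates 1 and 2, and each stands for the single signal value its regions share.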

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

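The lists of strongest peaks, the joined peaks, both thinned settings, the ratio of gained to lost regions under every setting the concordance without each library and the differences between same-numbered libraries were tests chosen only after the data had been seen. The exact permutation test across 2 and 2 libraries cannot give a p below 0.333, so what follows concerns size and direction.

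The excess of peaks with SMARCB1 was 16767 at a -log10 q of at least 5 and 21892 after thinning to the lowest background. It reversed to -5647.5 when the thinned peaks also had to reach a -log10 p of 5, a setting in which the groups overlapped. The reversal rests on GFP replicate 1, the library that was not thinned, with 81586 peaks against 37285 in GFP replicate 2. Part of it follows from the construction, since fixed summits lower the counts of thinned libraries, and how much was not tested. Across the 4 fits that each left out 1 library, the difference ranged from 42251.5 to 60947.5 peaks. The difference in covered length was 13.2 Mb at the stricter threshold and 8.70 Mb with equal numbers, and from 15.2 to 36.4 Mb without 1 library. The concordance difference was 0.199 and 0.183 under the same settings, and from 0.162 to 0.213 without 1 library.

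The number of gained regions fell from 29359 to 12522 at the stricter threshold, 12576 with equal numbers of peaks, 17412 after thinning, 6040 after thinning with a -log10 p of 5, and 10210 when peaks within 1 kb were joined, where lost regions fell to 1749. Gained regions per lost region were then 2.70, 1.42, 2.51, 1.18 and 5.84. Lost regions rose from 6624 to 8881 with equal numbers of peaks and to 6946 after thinning. They fell to 4644 at the stricter threshold and to 5137 after thinning with a -log10 p of 5. Shortening the SMARCB1 lists creates lost regions by construction. Of the 8881, 36.9% had a peak in a full SMARCB1 list, and of the 12576 gained regions 6.81% had a peak in a full GFP list. Without these, 5602 lost and 11720 gained regions remained, a ratio of 2.09. With the strongest 40000 peaks of each library there were 5864 gained regions and a ratio of 1.26. The order reversed with 20000 peaks (2163 gained, 2889 lost, ratio 0.749), 10000 peaks (932 and 1325, ratio 0.703) and 5000 peaks (564 and 669, ratio 0.843). Shorter lists hold fewer regions by construction, but the cause of the changed order was not settled by it. When a match asked for an overlap of at least 50% of either peak, 33000 peaks of SMARCB1 replicate 1 were gained and 9593 peaks of GFP replicate 1 lost. These are peaks of replicate 1 and not merged regions, so they cannot be set against 29359 and 6624.

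Leaving out a library loosens the demand for both replicates, and the counts rose. Gained regions ranged from 32585 to 75019, lost regions from 7729 to 25929 and their ratio from 1.26 to 9.71. The lowest ratio and the most lost regions came without GFP replicate 2, and the highest ratio and the most gained regions without SMARCB1 replicate 2. The excess of super-enhancer marks ranged from 741.5 to 1223.5, gained marks from 680 to 1285 and lost marks from 105 to 194.

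Equal numbers of regions by rank gave 131 gained and 147 lost super-enhancers, and asking that the other group had no stitched region there gave 74 and 10. The cause of the changed order was not tested, and the rank is not the region's own. A common signal threshold for all tables and every alternative on region signal were not run for the same reason, nor were alternatives on promoter distance.

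The labels number the replicates 1 and 2 in both groups. Taking the replicate number as a block leaves the mean differences unchanged by construction, at 51599.5 peaks, 25.8 Mb, 8.70 Mb with equal numbers of peaks and 982.5 super-enhancer marks. The differences of pairs 1 and 2 were 47282 and 55917 peaks, 33.1 and 18.5 Mb, 16.4 and 1.02 Mb with equal numbers of peaks, and 1093 and 872 marks. SMARCB1 was thus the higher library of both pairs in all 4 measures, also in covered length with equal numbers of peaks, where the unpaired groups overlapped. An exact sign-flip test over 2 pairs gave p = 0.5 for each, the smallest it allows. Replicate 1 exceeded replicate 2 in both groups in all 4 measures. The log2 ratio of replicate 1 to replicate 2 in peak number correlated between the groups with a Pearson r of 0.495 over 24 chromosomes and 0.176 over 1257 windows of 1 Mb with at least 10 peaks in every library, which are not independent replicates. With 2 pairs, and no label that ties a number to a shared batch, this does not establish that the numbers pair the samples.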

Other observations

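All tests in this part were chosen only after the results they bear on had been seen. Each explanation below is a hypothesis, and SMARCB1 induction itself stays open as an untested biological explanation of every pattern.

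Greater depth of the SMARCB1 libraries is a candidate explanation for their longer peak lists. Against GFP replicate 2, with a background of 3.74 fragments against 3.89 in SMARCB1 replicate 2 and 4.79 before scaling in SMARCB1 replicate 1, the thinned SMARCB1 libraries had at least 1.43 times as many peaks under both thinned settings, which argues against depth as the whole cause. Against GFP replicate 1, the library with the lowest background, the mean SMARCB1 peak number after thinning was 1.06 times as high, and 0.659 times as high when a -log10 p of 5 was also asked. Depth and SMARCB1 cannot be told apart in this comparison, because thinning kept summits fixed and thereby lowered the SMARCB1 counts. GFP replicate 1 had more peaks than its replicate at a background 0.488 times as high, so the GFP replicates also differed in something other than depth. How well each immunoprecipitation enriched was not tested.

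Gained and lost regions may be pieces of peaks that the other group also has, split at their edges. A GFP peak lay within 1 kb of 26.6% of gained regions, and a SMARCB1 peak within 1 kb of 43.9% of lost regions. Within 2 kb the shares were 37.4% and 55.8%. Most gained regions had no such neighbour at either distance, which argues against this explanation for all of them and leaves it open for the others. For lost regions, whose median distance to a SMARCB1 peak was 1414.5 bp, the answer changed with the distance, so split peaks and a loss of acetylation cannot be told apart. Joining peaks within 1 kb also lowered gained regions from 29359 to 10210 and lost regions from 6624 to 1749, and how much of this came from joining such regions to each other was not tested.

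The changed order among the strongest peaks may reflect a loss of rank and not of the peak. Of the regions lost among the strongest 20000 peaks, 87.9% had a peak in a full SMARCB1 list. Against SMARCB1 lists shortened to the strongest 79555 peaks it was 83.1%, so list length accounts for little of it. Gained regions had such a peak in a full GFP list in 55.5% of cases. In the lists of 10000 and 5000 peaks, 97.6% and 98.8% of lost regions and also 84.3% and 93.8% of gained regions had a peak in the other group. Regions with no such peak numbered 146 gained and 32 lost at 10000 peaks, and 35 gained and 8 lost at 5000 peaks.

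Peak numbers changed unevenly over the chromosomes. The SMARCB1 to GFP ratio was 2.35 on chromosome 18, 2.12 on chromosome 13, 1.21 on chromosome 19, 1.18 on X and 0.90 on Y, which had 115 and 95 peaks with GFP and 103 and 86 with SMARCB1. A composition that varies between libraries whatever their group could give such ratios, but the smallest SD of the log2 ratio over chromosomes between groups, 0.26, was 3.38 times the largest between replicates, 0.08. Without X and Y the smallest between groups was 0.19, 2.37 times the largest between replicates. A GC bias shared by the replicates of a group stays open, since no hg19 sequence was used here.

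Some stretches changed almost as a block. In windows of 1 Mb with at least 10 peaks in both libraries of a group and a mean under 10% of that in the other group, 62 windows were dense with SMARCB1 and 12 were dense with GFP. The other splits of the libraries gave 0 windows of either kind. On chromosome 10 from 54000001 to 55000000, the GFP libraries had 106 and 88 peaks and the SMARCB1 libraries 2 and 0. On chromosome 9 from 97000001 to 98000000, the SMARCB1 libraries had 180 and 157 peaks and the GFP libraries 21 and 10. These windows were singled out after their values were seen, and so were the thresholds. With equal numbers of peaks the counts were 30 and 16, at a -log10 q of at least 5 they were 29 and 11, with at least 20 peaks 43 and 7, under 20% 164 and 21, and in windows of 500 kb 134 and 22. Longer SMARCB1 lists may explain part of the excess: 30 windows dense with SMARCB1 remained more than the 16 dense with GFP, but neighbouring windows are not independent and the excess shrank, so list length and SMARCB1 cannot be told apart here. Loss of the whole DNA stretch in the SMARCB1-induced cells might give the windows dense with GFP. Peaks of both SMARCB1 libraries lay between the first and the last GFP peak in 4 of the 12, which argues against a loss of the whole stretch there. In 3 windows, that on chromosome 10 among them, only SMARCB1 replicate 1 had a peak inside, and in 5 neither library had. Loss of DNA cannot be told apart from loss of acetylation in these windows without reads.

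In the stitched-region tables, regions with the same ID had the same value although single-peak regions of GFP replicate 1 ranged from 200 to 39259 bp. A candidate explanation is signals stored under a region ID that is not unique. The largest number of signal values under an ID was 1 in the 4 tables, but this count restates the pattern and decides nothing. The IDs themselves held only a dot, alone or after the number of stitched peaks, and no coordinate. In GFP replicate 1 the dot alone stood for 17399 single-peak regions. The IDs therefore could not be unique to a region, which goes with this explanation. How the signals were stored was not tested. No biological explanation was tested for it.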
